A study of Homo sapiens with 9 samples.

How the data were processed

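RNA was measured in CAL27 cells, an established cell line grown from a squamous cell carcinoma of the tongue. The labels give 9 samples in 4 groups: 3 samples of Control and 2 samples each of A2ko, A8ko and C9ko. Per the labels, the cells were edited with CRISPR, RNA was taken with TRIzol, polyA RNA was used, and strand-specific libraries were made by the dUTP method from 2 ug of total RNA. The labels do not name the sequence edited in any of the 3 knockout groups, and they do not say whether a group is 1 clone or a pool.

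The deposited values are length-scaled transcript shares (TPM) per gene, computed by the authors, with 1 value per Ensembl gene identifier and 78894 identifiers per sample. The aligner, the quantification tool, the genome build, the annotation release and the use of strand in counting are not stated in the labels' protocols. TPM keeps no record of sequencing depth, so the depth of each library is unknown and no counting interval is given. TPM is a share of the library, so a rise of abundant genes lowers the values of all others.

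The pair of A2ko files held identical values, and so did the pair of A8ko files. Each pair was counted as 1 library, which left 7 distinct libraries: 3 Control, 1 A2ko, 1 A8ko and 2 C9ko. This handling of identical files was fixed before the data were examined, as were the groups, the tests, the gene lists, the rule for naming genes and most of the alternative settings. Differences for A2ko and A8ko therefore have no replicate check, and no p-value or call is given for either.

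Gene symbols came from a table of Ensembl identifiers, in which 61463 of the 78894 identifiers had a symbol. Positions, gene types, GC content and transcript length came from GENCODE release 29 on GRCh38, in which 57342 identifiers were found. The build behind the deposited values is not stated, so positions describe where that annotation places each gene.

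Values were analysed as log2(TPM + 1), and fold changes are on that scale, which understates the change of weakly expressed genes. Genes with a TPM of at least 1 in at least 2 distinct libraries were tested, which gave 17100 genes. For C9ko, limma 3.58.1 in R 4.3.3 fitted all 4 groups together (lmFit, a contrast of C9ko against Control, and eBayes with trend), with Benjamini-Hochberg adjustment over all tested genes. For A2ko and A8ko, genes were counted whose value lay outside the range of the 3 Control libraries and at least 1 log2 unit from their mean. The same count was made for each Control library held against the other 2. For all knockouts together, the mean of each knockout group was 1 value, and 3 such values were compared with the 3 Control libraries by limma, so that the spread between knockout groups counted as error. Genes were called at an adjusted p-value under 0.05.

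Genes were counted as changed the same way in all 3 knockouts when every knockout library lay on 1 side of every Control library and each group mean was at least 1 log2 unit from the Control mean. Because the 3 comparisons share their controls, 100 simulations of unchanged knockouts against the same Control libraries gave the counts and correlations that arise without any effect. A limma F test of differences among the knockout groups had been planned for the case that at least 2 of the 3 groups had 2 distinct libraries. It was not made, since only C9ko had them.

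The 5 gene lists (proliferation, partial EMT, squamous differentiation, interferon response, and genes recurrently amplified or overexpressed in head and neck carcinoma) were written from general knowledge. EMT stands for epithelial to mesenchymal transition. The lists were tested with limma's camera at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 5 lists. In each single knockout, as a description chosen after the data were seen, the median of a list was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins.

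Named genes followed a fixed rule. For all knockouts against Control, these were the 5 largest rises and the 5 largest falls among called genes with every knockout library beyond all Control libraries and a mean of at least 5 TPM in the higher of Control and knockouts. For genes changed the same way, these were the 5 per direction whose smallest difference among the 3 knockouts was largest. For each single knockout, these were the 2 largest rises and 2 largest falls with the same minimum, and for the lists the called members. Genes named outside this rule are said to have been chosen after their values were seen.

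The fits were tested on simulated data with the 17100 genes and 200 genes changed by a known amount. For C9ko against Control with a change of 1 log2 unit, 86.5% of the changed genes were called and 5.98% of calls were false. For all knockouts against Control, 58.5% were called at a change of 1 log2 unit with 6.40% of calls false, and 95.5% at 2 log2 units with 7.73% false. For genes changed the same way in all 3 knockouts by 2 log2 units, 100.0% were counted with 1.48% of the counted genes unchanged. A list of 30 genes lowered by 0.5 in the comparison of all knockouts with Control gave a camera p of 1.67e-31, and 1 of 100 unchanged lists fell under 0.05. Genes were drawn independently of one another in this simulation. It therefore cannot show how camera at the preset correlation behaves when the genes of a list vary together.

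The alternatives fixed beforehand were a pseudocount of 0.1, no filter on low values, a minimum mean of 5 TPM, scaling by the median of ratios, quantile normalization, leaving out each library or each knockout group in turn, the knockout average within the fit of all 4 groups, eBayes without trend, C9ko and Control alone in the fit, the replicate number as a block, counting all 9 files as separate libraries, camera with an estimated correlation, and fry. Leaving out genes of regionally shifted stretches, and setting each knockout against a Control library of its own, were added after the data were seen.

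Regional shifts were looked for after the first results were seen, in 10 Mb bins with at least 10 genes, over 10595 genes with a mean of at least 5 TPM, from each library's log2 difference to Control relative to its median over these genes. A stretch was at least 2 consecutive bins with a median past 0.25 in the same direction in every library of a group. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used for this part and for the plots.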

Results

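Gene expression was measured by RNA sequencing in CAL27 cells, a line from a squamous cell carcinoma of the tongue. The series concerns an enhancer in head and neck squamous cell carcinoma, and its design compares CRISPR-edited cells with control cells. The labels give 3 Control samples and 2 samples each of 3 knockout groups, named A2ko, A8ko and C9ko. The edited sequence is not named in the labels, so the level of a target could not be reported in any sample. Values were TPM, and the sequencing depth of the libraries is unknown.

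The 2 samples of A2ko held identical values for all 78894 gene identifiers, and so did the 2 samples of A8ko. Each such pair was counted as 1 library. The column heading was A2B in both A2ko files and A8B in both A8ko files, whereas the C9ko files were headed C9A and C9B. The 7 distinct libraries were 3 Control, 1 A2ko, 1 A8ko and 2 C9ko. Values given below for A2ko and A8ko have no replicates.

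Between 15556 and 16716 genes reached 1 TPM in a library. Over the 17100 tested genes, the Control libraries correlated with one another at Pearson's r of 0.991 for each pair, and the C9ko libraries at 0.987. The SD of the log2 difference over genes was 0.276 to 0.285 between Control libraries and 0.349 between the C9ko libraries. Between a Control and a knockout library it was 0.519 to 0.568. Between knockout groups it was 0.650 for A2ko with A8ko, and 0.658 and 0.635 for A2ko with the C9ko libraries. For A8ko with the C9ko libraries it was 0.489 and 0.434. By this measure A2ko lay farther from the other knockouts than from Control. Genes are not independent replicates, so these correlations describe the libraries only. Mitochondrial transcripts took 23.1%, 26.9% and 23.5% of the TPM in the Control libraries, 25.2% in A2ko, 20.6% in A8ko, and 20.2% and 17.9% in C9ko. The TPM of A2ko summed to 129.8 above the total of 1000000, whereas the other distinct libraries were within 0.00322 of it.

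The median log2 difference from Control over all tested genes was 0.12 in A2ko, 0.09 in A8ko and 0.11 in C9ko. After scaling by the median of ratios these medians were -0.03, 0.02 and 0.00. Counts of higher and lower genes below contain this general shift.

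To find what each knockout changed on its own, each was set against Control. In A2ko, 867 genes lay outside the range of the Control libraries and at least 1 log2 unit from their mean, 606 higher and 261 lower. In A8ko the count was 809 genes, 350 higher and 459 lower. The background measured the same way was 105, 113 and 110 genes for the 3 Control libraries, each held against the other 2. Simulated unchanged libraries gave a mean of 51.9 genes for A2ko and 52.7 for A8ko. As a ratio, a minimum mean of 5 TPM moved the count of A2ko most, to 380, and a pseudocount of 0.1 that of A8ko, to 1689. The other of these settings gave 1813 in A2ko and 412 in A8ko.

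In A2ko, MMP1 (ENSG00000196611, chromosome 11, 102789920 to 102798160, protein coding) was at 407.7 TPM against 21.5 ± 2.12 in Control (SD, n = 3), a log2 difference of 4.19. SPRR1A (ENSG00000169474, chromosome 1, 152985231 to 152985500, protein coding) was at 1.0 TPM against 125.5 ± 4.44 (SD, n = 3), a log2 difference of -5.98. SPRR1A has close paralogs, and the way reads were divided among them is not stated. The rule also named 2 identifiers without a symbol. ENSG00000262526 (chromosome 17, 7240427 to 7244635, protein coding) was at 38.6 TPM in A2ko, 1.11 in Control 1 and listed at 0 in the other distinct libraries. It overlaps GABARAP and CTDNEP1 on the same strand, so its value is uncertain. ENSG00000303745, which has no position in the annotation used, was at 8.58 TPM in A2ko against 896.8 ± 166 in Control (SD, n = 3), but its 2 C9ko values were 49.1 and 1344 TPM, so its spread within a group is wide.

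In A8ko, CSF2 (ENSG00000164400, chromosome 5, 132073790 to 132076170, protein coding) was at 35.3 TPM against 0.471 ± 0.244 in Control (SD, n = 3), a log2 difference of 4.64. ENSG00000296268, without a symbol or a position in the annotation used, was at 63.0 TPM against 1.14 ± 0.349 (SD, n = 3) and at 0.576 to 1.27 in the other knockout libraries. KRT4 (ENSG00000170477, chromosome 12, 52806549 to 52814551, protein coding) was at 0.106 TPM against 199.1 ± 2.82 (SD, n = 3), a log2 difference of -7.50. KRT13 (ENSG00000171401, chromosome 17, 41500981 to 41505705, protein coding) was at 2.23 TPM against 93.6 ± 4.40 (SD, n = 3), a log2 difference of -4.87.

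C9ko was tested against Control with limma. Its libraries come from a single knockout group, so the p-values set the difference against the spread between libraries. They cannot tell an effect of the edit from any other difference between these cells and Control. At an adjusted p-value under 0.05, 5038 genes were called, 3770 higher and 1268 lower, and 7108 genes had an unadjusted p under 0.05. Of the called genes, 850 differed by at least 1 log2 unit, 556 higher and 294 lower. By the count used for A2ko and A8ko, 874 genes lay outside the Control range, against 17.7 in simulated unchanged libraries. The share of higher genes among the called ones was 74.8% on the deposited scale and 56.3% after scaling by the median of ratios, which left 4801 genes called, 3969 of them the same genes. Counting all 9 files as separate libraries moved the count most, to 8166.

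C15orf48 (ENSG00000166920, chromosome 15, 45430529 to 45448761, protein coding) rose in C9ko by 5.30 log2 units (SE 0.09, limma adjusted p 1.96e-06), from 2.60 ± 0.291 TPM in Control (SD, n = 3) to 137.5 and 143.7 TPM. CSF2 rose by 3.70 (SE 0.16, limma adjusted p 2.17e-05), from 0.471 TPM in Control to 17.6 and 18.3 TPM. KRT4 fell by 6.58 (SE 0.11, limma adjusted p 1.96e-06), from 199.1 TPM to 1.37 and 0.857 TPM. KRT13 fell by 4.95 (SE 0.12, limma adjusted p 5.70e-06), from 93.6 TPM to 1.68 and 2.497 TPM. C15orf48 overlaps SLC30A4-AS1 on the same strand. The difference had the same direction in 2 of 2 C9ko libraries for these genes. CSF2, KRT4 and KRT13 were also named in A8ko, whereas KRT13 in A2ko was at 83.1 TPM, a log2 difference of -0.17.

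Some of the genes called in C9ko were neighbours. In stretches of chromosomes 3, 9 and 20, most expressed genes were higher in both C9ko libraries. Of the 547 tested genes in these stretches, 77.9% were called, against 27.9% of the other tested genes. They made up 426 of the 5038 called genes, and 417 of the 426 were higher. In A8ko, most expressed genes of a stretch of chromosome 15 were lower, and 22 of the 809 genes counted in A8ko lay in it.

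**Figure D1:**
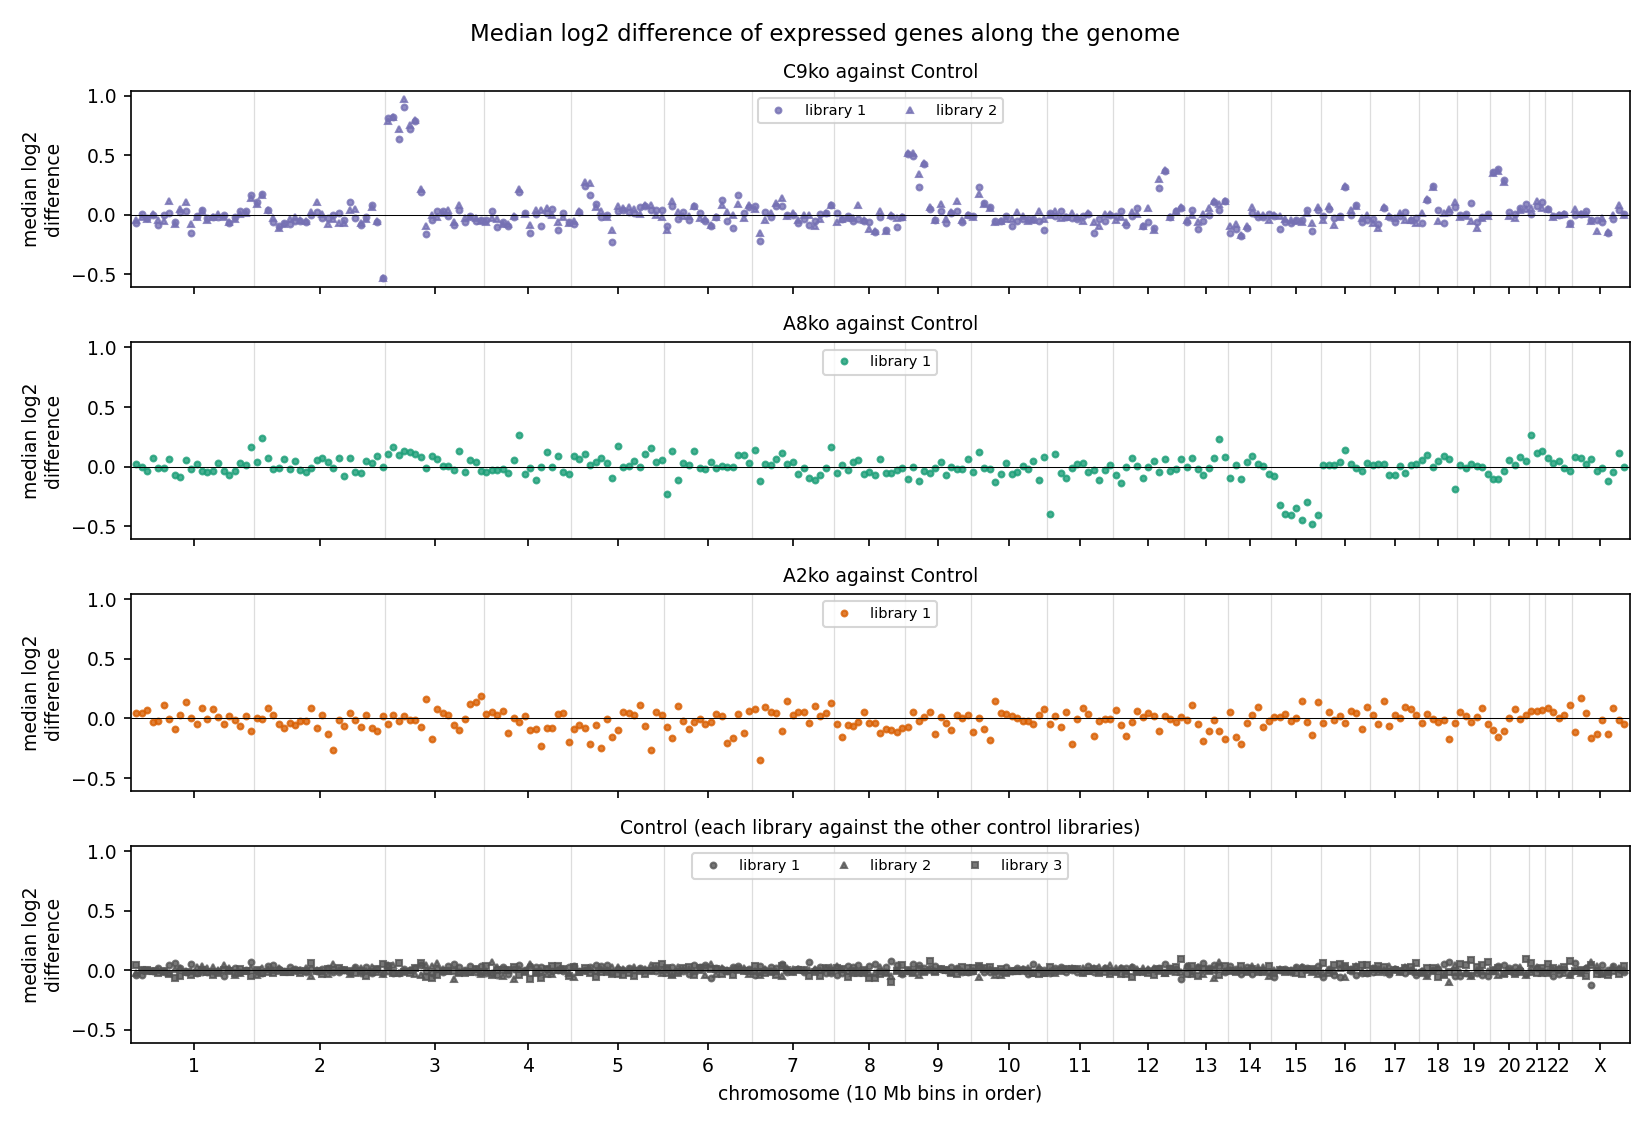
Each point is the median log2 difference from Control, relative to the library's median over all genes used, of the expressed genes in a 10 Mb bin, with bins in order along the chromosomes on the horizontal axis and 1 panel per group. Control libraries are each set against the other 2. The 6 bins from 0 to 60 Mb on chromosome 3 are higher in both C9ko libraries, and those from 30 to 110 Mb on chromosome 15 are lower in A8ko, while no Control bin passes 0.25.

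To ask what the knockouts share, all 3 were compared with Control with each group as 1 value. At an adjusted p-value under 0.05, limma called 176 genes, 87 higher and 89 lower, and 2740 genes had an unadjusted p under 0.05. Of the called genes, 103 differed by at least 1 log2 unit, 35 higher and 68 lower. Every knockout library lay above all Control libraries for 2911 genes and below them for 788, and with 4 libraries against 3 an unchanged gene shows no overlap, in either direction, with a chance of 5.71%. The count depended on single values. Without Control 1, 2 or 3 it was 11, 5 and 5 genes, with 1769, 1515 and 1687 genes at an unadjusted p under 0.05. Without A2ko it was 2002, without A8ko 127 and without C9ko 75. The knockout average within the fit of all 4 groups raised it to 4361 genes. As a ratio, leaving out Control 2 or 3 moved it most. Among called genes, 49.4% were higher on the deposited scale and 27.8% after scaling by the median of ratios.

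SERPINA1 (ENSG00000197249, chromosome 14, 94376747 to 94390693) rose by 2.10 log2 units (SE 0.17, limma adjusted p 0.00668), from 2.05 ± 0.502 TPM in Control (SD, n = 3) to 12.0 ± 1.45 over the knockout groups (SD, n = 3). ICAM1 (ENSG00000090339, chromosome 19, 10270835 to 10286615) rose by 1.81 (SE 0.14, limma adjusted p 0.00559), from 23.3 ± 0.557 to 85.0 ± 16.1 TPM. The other named rises were CPZ on chromosome 4, 1.66 (adjusted p 0.0168), the long non-coding RNA LINC03033 on chromosome 14, 1.61 (adjusted p 0.0228), and PMEPA1 on chromosome 20, 1.59 (adjusted p 0.0350). LINC03033 overlaps ENSG00000258989 on the same strand and LINC01303 on the other. ICAM1 overlaps LIMASI and ICAM4-AS1, and PMEPA1 overlaps NKILA, on the other strand, and whether strand was used in counting is not stated.

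KRTDAP (ENSG00000188508, chromosome 19, 35487324 to 35495558) fell by 3.20 log2 units (SE 0.18, limma adjusted p 0.00175), from 15.2 ± 2.31 TPM in Control (SD, n = 3) to 0.795 ± 0.300 over the knockout groups (SD, n = 3). H19, a non-coding RNA (ENSG00000130600, chromosome 11, 1995176 to 2001470), fell by 3.07 (SE 0.21, limma adjusted p 0.00359), from 20.02 ± 1.17 to 1.56 ± 0.667 TPM. The other named falls were the long non-coding RNA ENSG00000250920 on chromosome 4, -3.98 (adjusted p 0.00948), CALB1 on chromosome 8, -3.84 (adjusted p 0.0148), and KRT1 on chromosome 12 (adjusted p 0.0308). KRT1 was at 16.8, 19.8 and 18.9 TPM in Control, 3.08 in A2ko, listed at 0 in A8ko, and at 0.459 and 0.464 in C9ko. Each of the 10 named genes differed in the stated direction in 4 of 4 distinct knockout libraries. KRTDAP alone among them kept an adjusted p-value under 0.05 in every fit that left out 1 Control library.

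In all 3 knockouts, 99 genes changed the same way, 26 higher and 73 lower. Simulated unchanged knockouts against the same Control libraries gave a mean of 1.15 higher and 0.970 lower, and at most 5 and 4 in 100 simulations. A pseudocount of 0.1 moved the count most, to 230, of which 121 were higher and 109 lower. With a minimum mean of 5 TPM 20 were higher and 39 lower, and after scaling by the median of ratios 18 and 83. Beside SERPINA1 and ICAM1, the rule named HLA-DQB1 (ENSG00000179344, chromosome 6, 32659467 to 32668383) among the higher genes, at 2.68 ± 0.365 TPM in Control (SD, n = 3), 8.59 in A2ko, 10.5 in A8ko, and 9.71 and 11.02 in C9ko. HLA genes are similar in sequence and vary between people, so their values depend on how reads were assigned. The pseudogene HLA-J was at 3.85 TPM in Control 1 and listed at 0 in Control 2 and 3, and was at 4.33 in A2ko, 4.85 in A8ko, and 5.14 and 6.87 in C9ko. TEKTIP1 was listed at 0 in Control 1 and at 10.3 and 11.9 TPM in Control 2 and 3, against 13.9 in A2ko, 12.3 in A8ko, and 14.0 and 14.3 in C9ko. For TEKTIP1 the count rests on the value of 0 in Control 1, and the gene overlaps MFSD12 on the other strand. Among the lower genes, SOX2 (ENSG00000181449, chromosome 3, 181711924 to 181714436) was at 10.2 ± 0.313 TPM in Control (SD, n = 3), 0.404 in A2ko, 0.483 in A8ko, and 0.319 and 0.150 in C9ko. ENSG00000250920, KRTDAP, CALB1 and H19 were the other 4.

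**Figure D2:**
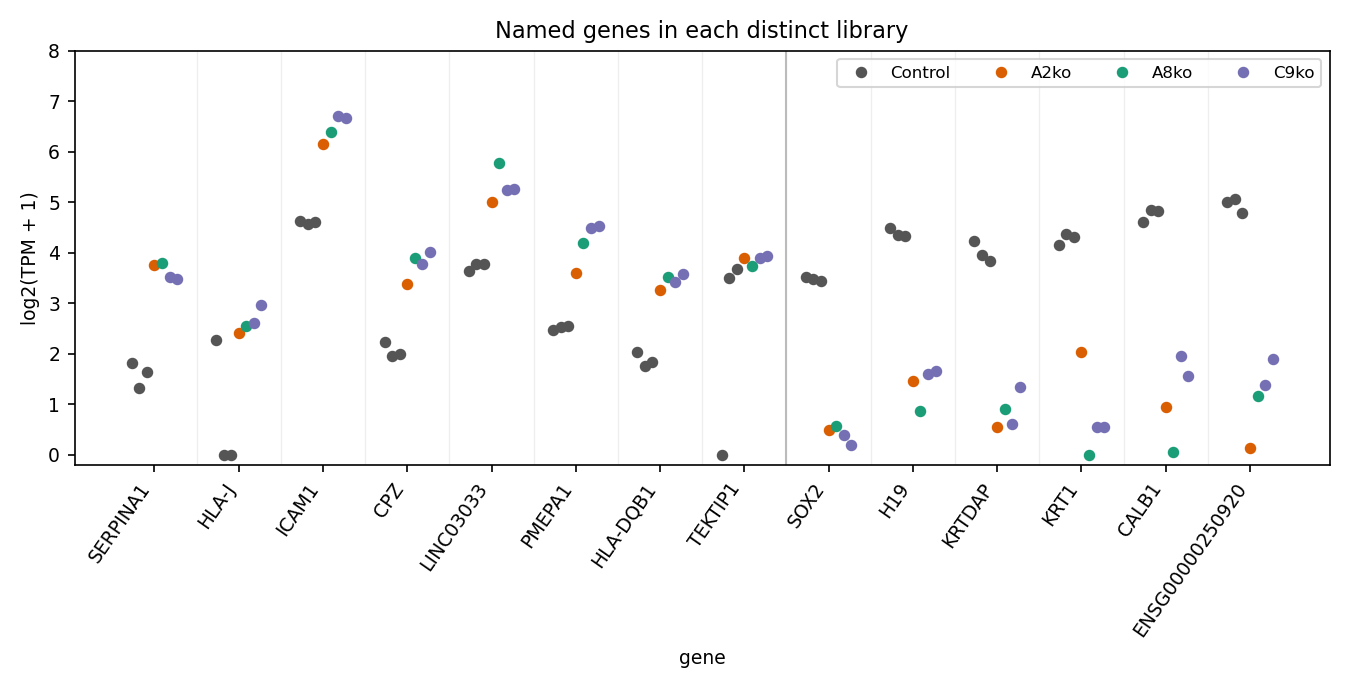
Each point is log2(TPM + 1) of a gene in 1 distinct library, coloured by group, for the genes named in the comparison of all knockouts with Control and among those changed the same way, with higher genes on the left and lower genes on the right. For HLA-J and TEKTIP1 some Control points lie at 0 while others lie near the knockout points.

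The log2 differences of A8ko and C9ko correlated across genes at Pearson's r of 0.622 (Spearman's rho 0.546), against a mean of 0.315 in simulated unchanged knockouts that share the Control libraries. For A2ko and A8ko r was 0.136 (rho 0.0601), against a simulated mean of 0.247, and for A2ko and C9ko it was 0.199 (rho 0.141), against 0.317. The simulated differences contain little besides noise, so covariances were compared as well. They were 0.151, 0.0332 and 0.0483 for these pairs in that order, against simulated means of 0.0103, 0.0102 and 0.0104. With each knockout set against a Control library of its own, an alternative chosen after the data were seen and the one that moved r most, r was 0.512, 0.0739 and 0.131. Among genes counted outside the Control range in both, A8ko and C9ko had 379 in the same direction and 11 in opposite directions. For A2ko and A8ko these numbers were 149 and 69, and for A2ko and C9ko 158 and 42. Simulated unchanged knockouts with the shared Control libraries gave means of 5.27 and 0.840, 9.39 and 2.63, and 5.39 and 0.950 for these pairs in that order. Differences among the knockout groups were not tested.

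**Figure D3:**
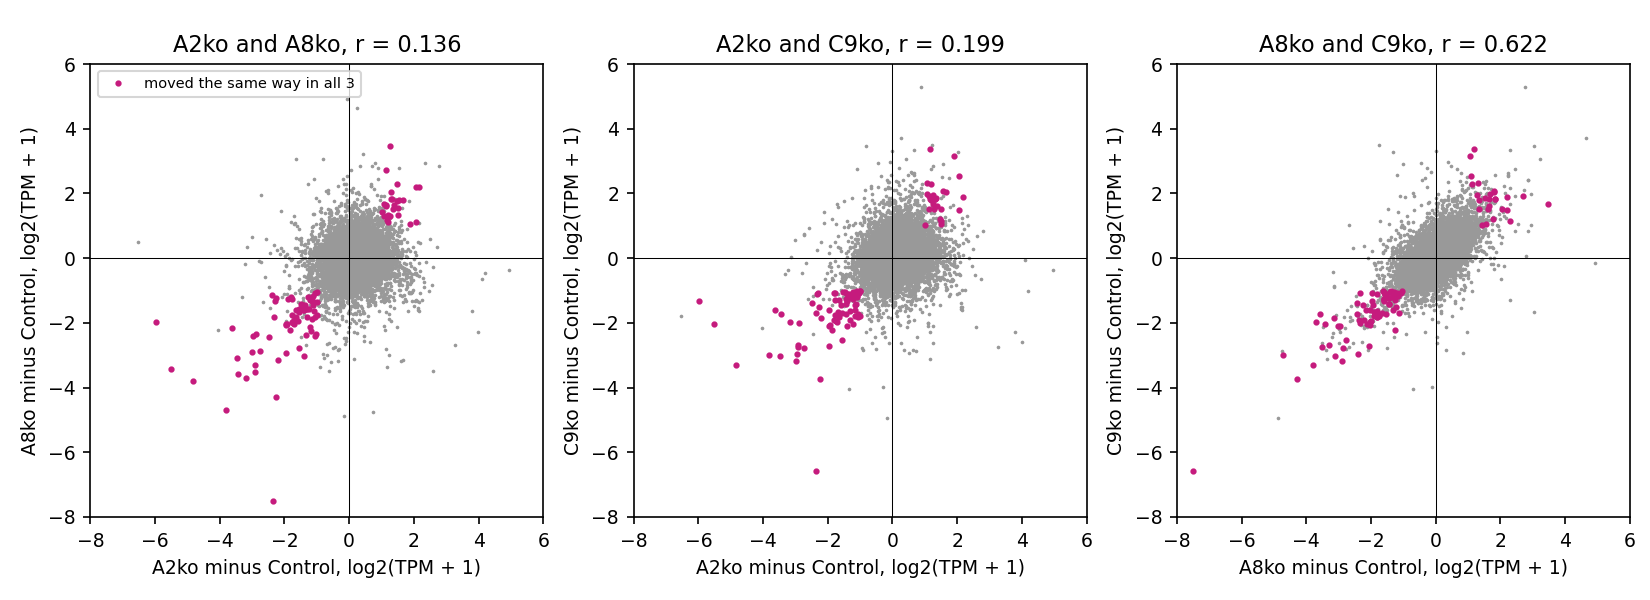
Each point is a gene, placed by its log2(TPM + 1) difference from Control in one knockout on the horizontal axis and another on the vertical axis, with the 99 genes changed the same way in all 3 knockouts coloured. The cloud is elongated for A8ko and C9ko, with r of 0.622, and nearly round for both pairs with A2ko.

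The gene lists were tested in all knockouts together. The squamous differentiation list, with 28 tested genes, was lower, with a median log2 difference of -1.04 (limma camera adjusted p 1.24e-16). This call held under fry, with an adjusted p of 0.0325, and not under an estimated correlation, with an adjusted p of 0.0564. The estimated correlation was the alternative that moved it most. The list median was -0.83 in A2ko, -1.20 in A8ko and -0.82 in C9ko, and 9 members were lower in all 3 knockouts by at least 1. Over all genes tested, 7 members were called, and 21 were called when adjusted over the list alone, 18 lower and 3 higher.

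The 7 called members were all lower in 4 of 4 knockout libraries. KRT6A fell by 2.10 log2 units (limma adjusted p 0.0276), from 1385 ± 35.8 TPM in Control (SD, n = 3) to 246.4 in A2ko, 257.0 in A8ko and a mean of 524.3 in C9ko. KRT1 is given above. SBSN (adjusted p 0.0124) was at 2.88 to 3.31 TPM in Control, 0.0497 in A2ko, listed at 0 in A8ko, and at 0.392 and 0.279 in C9ko. The others were KRT6C at -1.75 (adjusted p 0.0483), IVL at -1.16 (adjusted p 0.0423), DSP at -0.96 (adjusted p 0.0269) and KRT10 at -0.86 (adjusted p 0.0276). KRT6A and KRT6C are nearly identical in sequence, so the share of each is uncertain. The sum of KRT6A, KRT6B and KRT6C was 1448 ± 36.8 TPM in Control (SD, n = 3) and 255.5 to 591.9 in the knockout libraries. KRT10 overlaps KRT10-AS1 on the other strand. None of the 7 kept an adjusted p-value under 0.05 in a fit that left out a Control library.

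The other 4 lists did not pass the threshold. Partial EMT, with 27 tested genes, had a median of 0.49 (camera adjusted p 0.182), with 0 members called over all genes tested and 7 adjusted over the list alone. It passed under 4 alternatives, among them scaling by the median of ratios, with an adjusted p of 0.0257. The proliferation list, with 30 tested genes, had a median of 0.04 (camera adjusted p 0.507) and the interferon response list, with 31, a median of 0.28 (camera adjusted p 0.578), with 0 members called in either way. Both medians hide opposite directions. Proliferation was at -0.48 in A2ko, 0.33 in A8ko and 0.31 in C9ko, and interferon response at 0.48, -0.43 and 0.59. Without A2ko the proliferation list was higher, with a camera adjusted p of 1.50e-06, and without A8ko the interferon response list was higher, with 4.45e-10. The head and neck carcinoma list, with 26 tested genes, had a median of 0.12 (camera adjusted p 0.507). Its called members were SOX2 at -3.03 (adjusted p 0.00173) and ANO1 on chromosome 11 at -2.24 (adjusted p 0.00948), both over all genes and adjusted over the list alone. ANO1 was at 43.3 ± 0.726 TPM in Control (SD, n = 3), 10.5 in A2ko, 9.68 in A8ko and a mean of 5.69 in C9ko.

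**Figure D4:**
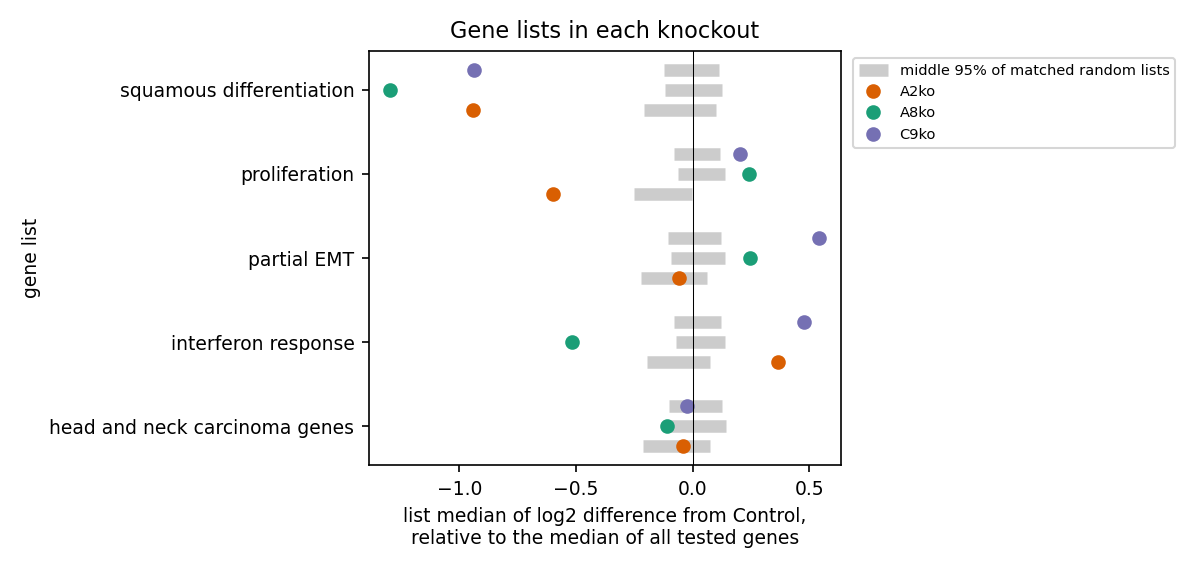
Points show the median log2 difference from Control of each gene list in each knockout, relative to the median of all tested genes, and grey bars the middle 95% of medians of 10000 random lists matched on size and mean expression. The squamous differentiation list lies below the bars in all 3 knockouts, at -0.94, -1.30 and -0.94, while the proliferation and interferon response lists lie on both sides.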

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

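The 4 results below were picked out because knockouts moved in opposite directions from the same Control libraries. These differences between knockouts were not tested, since A2ko and A8ko have 1 distinct library each. All tests in this part were chosen after the result was seen. Medians are relative to the median of all tested genes.

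The interferon response list was lower in A8ko and higher in A2ko and C9ko, with 0.996 log2 units between the highest and the lowest knockout median. The medians were -0.52 in A8ko, 0.36 in A2ko and 0.48 in C9ko, and those of the Control libraries held out in turn were -0.03 to 0.04. Bias by GC content or transcript length argues poorly for it, since the gap was 1.009 after the trend was removed, with 31 of 31 members having a value. A scaling common to all genes is already removed from medians relative to all tested genes. The gap of 0.9955 after scaling by the median of ratios therefore adds little. The list holds 0 genes of the shifted stretches, so these cannot carry the gap directly, and leaving them out could only leave it at 0.996. A few genes did not carry it either: the lowest share of members in the direction of the median was 83.9%. The state of a single culture stays open, because A8ko has 1 distinct library, and it cannot be told apart from the edit. A biological difference between the knockouts also stays open and untested.

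The proliferation list was lower in A2ko and higher in A8ko and C9ko, with a gap of 0.838 (medians -0.60, 0.24 and 0.20). The gap was 0.810 after the trend with GC content and length was removed, 0.890 after scaling by the median of ratios, and 0.870 without genes of the shifted stretches. At least 83.3% of the members lay in the direction of the median in each knockout, and 30 of 30 did in A2ko. The gap after scaling adds little here too, since the medians are already relative to all tested genes. The other values argue against GC content and length, the shifted stretches and a few genes as the whole cause. The state of a single culture, such as its density at harvest, could give the same pattern and cannot be told apart from the edit, with 1 distinct library of A2ko.

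The partial EMT list was higher in A8ko and C9ko and lower in A2ko, with a gap of 0.603. In A2ko the median was -0.06, at the 60.7th percentile of random lists matched on mean expression, with 13 members higher and 14 lower. Its low side is therefore what any genes of the same expression level may show, and only the rise in A8ko (0.24) and C9ko (0.54) stands apart from the random lists.

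MMP1 was higher in A2ko and lower in C9ko, 5.21 log2 units apart. The neighbouring MMP10 was at 262.6 TPM in A2ko against 17.3 to 18.6 in Control and 2.84 to 3.01 in C9ko, and MMP13 at 602.5 against 59.8 to 63.6 and 8.30 to 8.54. In A8ko, MMP10 was at 5.13 TPM and MMP13 at 8.80. MMP12 also rose in A2ko, to 12.4 TPM from 1.56 to 2.09 in Control. MMP7, of the same family, was instead lower in A2ko, at 5.83 TPM against 7.29 to 9.87 in Control. Reads shared between paralogs would leave the family's sum unchanged, but the summed TPM of the 5 family members nearby differed from Control by a log2 ratio of 3.53 in A2ko, -1.90 in A8ko and -2.21 in C9ko. A different copy number of the region would move its other genes. However, the 10 other expressed genes within 1 Mb had a median of -0.03 in A2ko (-0.02859), -0.10 in A8ko and 0.04 in C9ko. The cause of the rise in A2ko, with 1 distinct library, and of the falls in A8ko and in both C9ko libraries stays open.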

How the results depend on the processing

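Tests without genes of the shifted stretches, and with each knockout against a Control library of its own, were chosen after the data were seen. The other alternatives were planned.

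For A2ko and A8ko the number of genes outside the Control range depended on weakly expressed genes. With a pseudocount of 0.1 it was 1813 in A2ko and 1689 in A8ko, against 867 and 809. With a minimum mean of 5 TPM it was 380 and 412. Under the other alternatives both counts stayed within 1.5 times: 886 to 898 and 835 to 864 across the fits that each left out 1 Control library, and 819 and 770 without genes of the shifted stretches. The share of higher genes in A2ko was 69.9% on the deposited scale and 54.4% after scaling by the median of ratios, and in C9ko by the same count 65.1% and 53.5%. In A8ko it was 43.3% and 35.9%. Knockout replicates of A2ko and A8ko could not be left out, since each group has 1 distinct library. For the same reason the fits with only that knockout and Control, with the block, and without trend were not run for them, and no alternative was run for the difference among the knockout groups.

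For C9ko, counting all 9 files as separate libraries raised the number of called genes from 5038 to 8166, because identical values lower the estimated spread. The planned fit with the replicate number as a block gave 3248 called genes. The numbers share no known pairing: over genes, the difference between replicates 1 and 2 correlated between Control and C9ko at -0.0372, and only 2 pairs exist. The counts ranged from 3856 to 4204 across the fits that each left out 1 Control library, and were 3511 without a filter and 4340 without genes of the shifted stretches. Scaling moved the higher and lower counts more than their sum, with 56.3% of called genes higher after the median of ratios and 51.2% after quantile normalization, against 74.8%. Leaving out a C9ko library leaves 1, so no test was made; 942 and 1001 genes then lay outside the Control range, against 874. With at least 1 log2 unit, 1366 genes were called at a pseudocount of 0.1 and 518 at a minimum mean of 5 TPM, against 850.

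The comparison of all knockouts with Control was the least stable count. It was 176 genes, 23 without a filter on low values (more genes tested), and 4361 when the knockout average was taken within the fit of all 4 groups, where the spread between knockouts does not count as error. That fit kept 175 of the 176 genes. Across the fits that each left out 1 Control library or 1 knockout group, it ranged from 5 to 2002. The high value came without A2ko and kept all 176 genes, and the fits without a Control library kept 10, 5 and 5 of them. Without A8ko 127 genes were called and 80 of the 176 were kept. Without C9ko 75 were called and 61 of the 176 were kept. The share of higher genes was 49.4% on the deposited scale, 27.8% after the median of ratios and 32.9% after quantile normalization.

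The genes changed the same way in all 3 knockouts were 99 (26 higher and 73 lower), 230 at a pseudocount of 0.1 (121 higher and 109 lower) and 59 at a minimum mean of 5 TPM (20 higher and 39 lower), with 18 higher and 83 lower after both scalings, and 95 to 113 under the other alternatives.

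For the correlation of log2 differences, each alternative moved r by more than its SD over the fits that left out a Control library, and none changed its sign or the order of the 3 pairs. For A2ko with A8ko, A2ko with C9ko and A8ko with C9ko, in that order, r was 0.136, 0.199 and 0.622. It was 0.158, 0.225 and 0.597 at a pseudocount of 0.1, 0.130, 0.192 and 0.596 without a filter, and 0.156, 0.218 and 0.636 at a minimum mean of 5 TPM. It was 0.142, 0.210 and 0.623 after the median of ratios, 0.166, 0.222 and 0.628 after quantile normalization, and 0.138, 0.204 and 0.637 without genes of the shifted stretches. With each knockout against a Control library of its own it was 0.0739, 0.131 and 0.512. Leaving out each Control library gave 0.158 to 0.161, 0.218 to 0.225 and 0.633 to 0.635.

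Among the gene lists, squamous differentiation kept its direction in every alternative. Its adjusted p was 0.0564 with an estimated correlation and between 2.07e-19 and 0.0325 otherwise. Partial EMT passed the threshold without a filter (0.0174), after the median of ratios (0.0257), after quantile normalization (0.0272) and without A2ko (0.00162), with a range of 0.00162 to 0.793 over its alternatives. Across the fits that left out a library or a group it ranged from 0.00162 to 0.632. The cause was not tested. Proliferation changed direction without A2ko (1.50e-06) and under fry (0.831), which compares with no change where camera compares with the other genes. It passed the threshold, lower, without A8ko (0.00454) and without C9ko (0.00982), and ranged from 1.50e-06 to 0.511 across fits that left out a library or a group. Interferon response changed direction without A2ko (0.511) and without C9ko (0.210), and passed, higher, without A8ko (4.45e-10), with a range of 4.45e-10 to 0.703 across such fits. These changes follow from the opposite directions of single knockouts. The head and neck carcinoma list passed under no alternative, with adjusted p from 0.0718 to 0.906.

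Of the named genes, none changed direction. In 79 cases a named gene, called list members included, lost its adjusted p-value under 0.05, all of them in the comparison of all knockouts with Control, most in fits that left out a Control library, where fewer samples were fitted. KRT6C, near the threshold at 0.0483, lost it in 9 of its fits and IVL in 7. HLA-J, IVL, SBSN and SOX2 have no value at a minimum mean of 5 TPM, which leaves them out.

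TPM keeps no depth, so how far the counts of weakly expressed genes are limited by sequencing could not be judged.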

Other observations

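The tests in this part were chosen after the result was seen, except camera with an estimated correlation, which was fixed beforehand.

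The 6 values behind the comparison of all knockouts with Control can be split into 3 and 3 in 10 ways. Of these, 1 split, the real one, gave as many as 176 genes with an adjusted p-value under 0.05, and the other 9 gave 0 or 1. With 10 splits the share can never fall under 0.1, so it cannot decide whether the grouping arose by chance. Simulated unchanged knockouts gave at most 5 higher and 4 lower genes changed the same way, against 26 and 73 observed. For those genes this argues against noise of the simulated size, but not against larger differences between single cultures. The design cannot separate an effect of the edit from anything else that all edited cells share and the Control cells lack, such as passage through selection or cloning.

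Whole stretches of chromosomes were shifted in single knockouts. In C9ko, the 244 expressed genes of chromosome 3 from 0 to 60 Mb had median log2 differences of 0.78 and 0.79 in the 2 libraries, relative to all expressed genes, against -0.01 to 0.00 in Control libraries held out in turn, -0.01 in A2ko and 0.12 in A8ko. The shift went on to PSMD6 at 64010549 (0.82) and was gone at SLC25A26 at 66133610 (-0.11). A few genes do not carry it, since 99.6% of the genes were higher. A trend with GC content and length does not either, since the median was 0.78 after it was removed (0.779). A scaling of the library is excluded by the rest of the chromosome, with a median of -0.02 (-0.0155). A different number of copies of the stretch is a candidate explanation. It predicts a shift in weakly expressed genes that were not used to find the stretch, and these 113 genes had a median of 0.58 (0.581), against -0.04 to 0.02 in the Control libraries. DNA was not analysed here, and a regional change of regulation would give the same values.

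A second stretch in C9ko was on chromosome 9 from 0 to 20 Mb, where 29 genes had medians of 0.50 and 0.52 with 96.6% of them higher. The median was 0.48 after correction for GC content and length (0.476), the rest of the chromosome was at 0.02 (0.0232), and 22 weakly expressed genes were at 0.30 (0.299), which is in line with a different number of copies. The 64 genes of the bin from 30 to 40 Mb were also higher, at 0.42 and 0.44. The 15 genes of the bin between, from 20 to 30 Mb, were at 0.23 and 0.34, the first value under the cut of 0.25. The shift may therefore run from 0 to 40 Mb, and the rest of the chromosome as given includes both bins. Another stretch in C9ko, on chromosome 20 from 0 to 30 Mb with 99 genes, was at 0.33 and 0.35 with 85.9% of genes higher, 0.36 after the same correction (0.362) and 0.03 on the rest of the chromosome (0.0344). This stretch was lower in A2ko (-0.14) and A8ko (-0.10), against -0.02 to 0.02 in Control libraries held out in turn. Its 40 weakly expressed genes were at 0.18 (0.181) with 65.0% of them higher, against -0.06 to 0.05 in Control libraries. In every stretch the weakly expressed genes lay outside the Control range in each library of the group, a limit set after these values were seen, and chromosome 20 showed the weakest such shift. That limit was changed more than once, and the reading of chromosome 20 changed with it. A different number of copies stays a candidate explanation there too, and a regional change of regulation is not excluded.

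In A8ko, 325 genes of chromosome 15 from 30 to 110 Mb had a median of -0.39, against -0.01 to 0.01 in held-out Control libraries, 0.02 in A2ko, and -0.05 and -0.04 in C9ko. Of these genes 89.8% were lower (89.85). The median was -0.39 after correction for GC content and length (-0.391), and 172 weakly expressed genes were at -0.30 (-0.299). These values are consistent with fewer copies of the stretch in the cells of this library, as a hypothesis. None of the 3 Control libraries had a bin past 0.25 among 273, and A2ko had 3 single bins past it. Single bins outside these stretches also stood out in the other knockouts, and no explanation of them was tested. In A8ko the 93 genes of chromosome 11 from 0 to 10 Mb were at -0.40, as low as chromosome 15. In C9ko the 18 genes of chromosome 2 from 240 Mb on were at -0.53 in both libraries, and the 48 genes of chromosome 12 from 100 to 110 Mb at 0.36 and 0.37. Of the 99 genes changed the same way, 4 lie in the stretches of C9ko or A8ko.

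The squamous differentiation list was lower in all 3 knockouts, though its members fell by different amounts and it was not called under an estimated correlation (adjusted p 0.0564). Reads shared between paralogs do not explain it, since the summed TPM of KRT6A, KRT6B and KRT6C fell in each knockout, with a log2 ratio of -1.34 at the least. After correction for GC content and length the weakest of the 3 list medians was -0.95 (-0.947), and relative to the median of all tested genes it was -0.94 (-0.937), which argues against a scaling of the library. The fall was not uniform. SPRR1A and SPRR1B together had log2 ratios of -6.16 in A2ko, -2.77 in A8ko and -1.76 in C9ko, while KRT1, KRT4 and KRT13 together had -1.33, -7.06 and -6.41. S100A9, chosen after its values were seen, rose instead, from 491.5 ± 21.7 TPM in Control (SD, n = 3) to 712.5 in A2ko, 870.9 in A8ko and a mean of 2377 in C9ko. S100A7 and CNFN, chosen in the same way, were also higher in all 3 knockouts. Relative to all tested genes, 5 members were higher and 23 lower in A2ko, 5 and 23 in A8ko, and 8 and 20 in C9ko. A lower state of differentiation in the edited cells may underlie the falls, but cell density at harvest changes the same genes in keratinocytes and was not recorded in the labels.

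The 73 genes lower in all 3 knockouts included neighbours. Among the 62 with a position, 24 pairs lay within 1 Mb of each other, against a mean of 2.88 and at most 10 in 1000 random lists matched on mean expression. Of the pairs, 13 were members of 1 gene family, such as SPRR genes on chromosome 1 and keratins on chromosomes 12 and 17. The genes lie on 19 chromosomes with at most 9 on one. This does not decide whether the edits acted on one neighbourhood, since genes downstream of it would lie anywhere.

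The non-family pairs included transcripts of imprinted regions, named here after their values were seen. SNRPN was at 6.24 ± 0.142 TPM in Control (SD, n = 3) and at 0.0822 in A2ko, listed at 0 in A8ko, and at 0.0985 and 0.0283 in C9ko. SNHG14, which starts next to it on chromosome 15, was at 1.75 ± 0.386 TPM in Control (SD, n = 3), 0.0166 in A2ko, listed at 0 in A8ko, and at 0.0044 and 0.0228 in C9ko. MKRN3, within 2 Mb on the same chromosome, was not lost, at 6.56 to 8.36 TPM in Control and 7.25 to 9.61 in the knockout libraries. TNNT3, near H19 in the bin of chromosome 11 that was lower in A8ko, was at 4.33 ± 0.292 TPM in Control (SD, n = 3) and at 0.157 to 0.407 in the knockout libraries. No explanation of this was tested.

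The TPM of A2ko summed to 129.8 above the total of 1000000. Rounding of the printed values would affect all libraries alike, but the other 6 distinct libraries lay within 0.00322 of it. One value counted or entered apart from the rest is a candidate explanation. It was searched for among genes over 1.5 times their highest value in the other groups. Of these, 3 genes of A2ko (LOXL4, MX1 and FOS) would come within 10% of the range of the other groups if the excess were subtracted. The same search found 2 to 15 such genes in the other libraries, so it does not single out a gene. LOXL4 was at 156.3 TPM in A2ko against 24.4 to 26.0 in Control.

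A few abundant features swung within a group. Between the C9ko libraries, 28 of 3266 features with at least 50 TPM differed by at least 1 log2 unit, against 2 to 13 between Control libraries. FTH1 was at 8969 and 3419 TPM in the C9ko libraries and 5067 to 5779 in Control. ENSG00000303745 was at 49.1 and 1344 TPM. No explanation was tested.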
